A study of Solanum lycopersicum with 3 samples. Its data were reported in "HSFA1a modulates plant heat stress responses and alters the 3D chromatin organization of enhancer-promoter interactions" (2023).

How the data were processed

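AmpDAP-seq was performed on genomic DNA from leaves of 4-week-old tomato plants (Solanum lycopersicum, cultivar M82) grown at 24 °C with 16 h of light per day. The eluted DNA was amplified with 20 PCR cycles and sequenced as single 75 bp reads. The labels give 2 HSFA1a-Halo-tag replicates and 1 Halo-tag sample, and samples were grouped by the genotype label.

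The authors called peaks in each library separately, with a q-value threshold of 0.05, and deposited one narrowPeak list per HSFA1a-Halo-tag replicate. For its ChIP-seq data the study describes trimming with Trimmomatic, alignment to the M82 assembly with Bowtie2 and peak calling with MACS2, and it does not describe a separate pipeline for DAP-seq, so the control and the treatment of duplicates behind these lists are not stated. The deposited fold enrichment is the ratio of pileup to local background at the summit, as the peak caller gave it. The deposited significance values are the −log10 of the p-value and of the q-value at the summit. The deposited score is 10 times the −log10 q, cut to a whole number, for all but 2 peaks in replicate 1 and 1 peak in replicate 2. Coordinates are given from 1 on the M82 assembly.

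Peak lists were compared in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. A peak was shared when it overlapped a peak of the other replicate by at least 1 bp. Comparisons were limited to sequences with at least 100 peaks in each list, which are the 12 numbered chromosomes, and the extent of a chromosome was the largest peak end in either list. Overlap was tested against 10000 circular shifts of the replicate 2 peaks (1000 for alternatives). Fold enrichment was compared on the log2 scale with 100000 permutations, pairing each replicate 1 peak with the overlapping replicate 2 peak of nearest summit. Because both lists shared their background, which was found after the data were seen, replicate 2 pileups were also exchanged among pairs within 20 classes of background. Chromosome position and spacing were tested against uniform placements. All tests were two-sided. The named peaks are the 5 overlapping pairs with the largest smaller fold enrichment and, in each replicate, the 1 unshared peak of highest fold enrichment. This rule, the tests and the alternatives were fixed before the data were examined, except where a text below says otherwise.

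Pileup and background at each summit were solved from the formulas of MACS2, in which the fold enrichment is the pileup plus 1 over the background plus 1 and the p-value is a Poisson upper tail. For replicate 2, whole pileups solved 100% of summits. For replicate 1, whole pileups solved 0.620% of summits, and a factor of 0.981 on the pileup, found after the data were seen, solved 100%. The smallest background and the shortest peak (152 bp in replicate 1 and 134 bp in replicate 2) gave the tags per base of effective genome. On simulated data, the overlap step found 100% of 2000 simulated shared peaks, 1 of 20 unrelated lists had a p under 0.05, and the solver recovered 100% of whole pileups and 99.4% of scaled pileups. The simulated shared peaks were moved by at most 20 bp, less than the shortest peak, so they overlapped by design and check only that the step runs. Scaled pileups were simulated with a factor of 0.91, not the 0.981 of the data.

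Alternatives were stricter q-values of 0.01 and 1e-05, a reciprocal overlap of 50%, summits within 100 bp, lists of equal length, other bin sizes, distances and outer parts, −log10 q in place of fold enrichment, and each replicate alone. Peaks on organelle sequences and contigs were left out of the comparisons and are described in the closing part. The heat shock element at summits and the distance to transcription start sites were not analysed here, because they need the sequence and annotation of the same assembly. Replicate 2 held 25.8% of the replicate 1 depth, so its values are the less precise by counting error.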

Results

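HSFA1a is a heat shock transcription factor of tomato, and the question addressed by the assay was where it binds tomato genomic DNA. Amplified DNA affinity purification sequencing (AmpDAP-seq) was used, in which a tagged protein made in a cell-free extract is fixed on beads and pulls down fragments of naked, PCR-amplified genomic DNA, so that the fragments carry no chromatin. The DNA came from leaves of the cultivar M82. There were 3 samples, comprising 2 replicates of HSFA1a fused to the Halo tag and 1 sample of the Halo tag alone. Each HSFA1a-Halo-tag replicate had its own peak list, and the Halo-tag sample was not analysed here as a separate group, so no test between the groups was made. All spreads therefore describe 2 libraries.

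The replicate 1 list held 24176 peaks and the replicate 2 list held 14932. The number in replicate 1 changed most when a fold enrichment of at least 4 was required, which left 15250 peaks in replicate 1 and 13480 in replicate 2. Of the peaks, 24164 in replicate 1 and 14606 in replicate 2 lay on the 12 numbered chromosomes, and the values below refer to these. The ratio of replicate 1 to replicate 2 peaks was 1.65. Median peak width was 216 bp in replicate 1 and 182 bp in replicate 2. Peaks covered 5.43 Mb in replicate 1 and 2.77 Mb in replicate 2, over a covered extent of 802 Mb. Peak density was lowest on chromosome 6, with 26.3 peaks per Mb in replicate 1 and 15.8 in replicate 2, and highest on chromosome 9, with 33.6 and 20.6 peaks per Mb. The median fold enrichment over the local background, a value the authors' peak caller gave for each peak, was 4.76 in replicate 1 and 6.61 in replicate 2 (mean 5.68 ± 1.31, SD, n = 2). These medians cover different sets of peaks, so the SD is not a spread over the same sites. At the overlapping peaks of both lists the medians were 6.76 in replicate 1 and 6.83 in replicate 2.

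The lists carried no read totals, so depth was recovered from the deposited fold enrichment and −log10 p at each summit. All summits could be solved (100% in each list). The median pileup at the summit was 61 tags in replicate 1 and 24 tags in replicate 2, and the median background was 11 in replicate 1 and 2.63 in replicate 2. Relative to the effective genome, replicate 1 held 0.0480 tags per base and replicate 2 held 0.0124. Replicate 1 was thus 3.87 times as deep as replicate 2. The fold enrichment adds a pseudocount of 1 to pileup and background and depends on depth for that reason. The pseudocount lowers the value more at low depth, so it does not explain the higher median in replicate 2. Without it, the median pileup over background was 5.12 in replicate 1 and 8.92 in replicate 2.

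The replicates were first compared by position, to ask which sites were called in both. Of the replicate 1 peaks, 13503 shared at least 1 bp with a replicate 2 peak, which is 55.9% (95% Wilson interval 55.3% to 56.5%). Circular shifts of the replicate 2 peaks within each chromosome gave a mean of 182 overlapped replicate 1 peaks (SD 13.3 over 10000 shifts, highest 238). The observed number was 74.1 times that mean (two-sided permutation p = 2e-04, the smallest these shifts can give). The ratio was 177 when an overlap of 50% of both peaks was required, the setting that moved it most. In the other direction, 13525 of the 14606 replicate 2 peaks were overlapped, which is 92.6% (95% Wilson interval 92.2% to 93.0%). The shifts gave a mean share of 1.25% and at most 1.63% (permutation p = 2e-04, again the smallest possible). Had replicate 2 held tags at the level of its background alone, 14.8 of the replicate 1 sites would be expected to pass at the summit. These intervals cover counting error only. With both lists held to the same length by −log10 q, the share of replicate 2 peaks overlapped was 80.7%, the setting that moved this share most.

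Sharing rose with peak strength. With each list split into 10 equal classes by −log10 q, 6.66% of replicate 1 peaks in class 1, the weakest, were overlapped by replicate 2 (95% Wilson interval 5.73% to 7.73%). The share was 44.3% in class 5, 83.4% in class 7 and 98.9% in class 9, and in class 10 all 2417 peaks were overlapped. For replicate 2 the share was 61.5% in class 1 (95% Wilson interval 59.0% to 64.0%) and 100% in class 10.

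**Figure D1:**
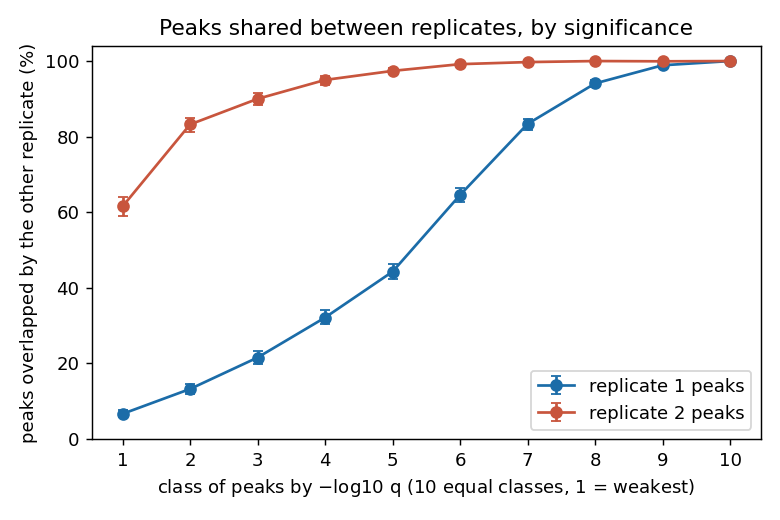
Share of peaks overlapped by the other replicate (percent, vertical axis) in 10 equal classes of −log10 q (horizontal axis, class 1 is the weakest), for replicate 1 peaks in blue and replicate 2 peaks in red, with 95% Wilson intervals as bars. The replicate 1 share goes from 6.66% to 100%, and the replicate 2 share from 61.5% to 100%.

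Shared peaks had the higher fold enrichment in each list. In replicate 1 the median was 6.76 for 13503 shared peaks and 3.54 for 10661 unshared peaks, a difference of 0.93 on the log2 scale. In replicate 2 it was 6.83 for 13525 shared peaks and 4.22 for 1081 unshared peaks, a difference of 0.69 on the log2 scale. Both differences had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give.

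Across the 13503 pairs of overlapping peaks, log2 fold enrichment correlated between replicates with a Pearson r of 0.820 and a Spearman rho of 0.813 (permutation p = 1e-05 for each, the smallest possible). These are correlations across peaks within a pair of libraries, and peaks are not independent replicates. Both lists rest on backgrounds that rise and fall together, and exchanging the replicate 2 pileups among pairs of similar background gave a mean Pearson r of 0.126 and a mean Spearman rho of 0.111 over 1000 resamples. Within the middle 90% of replicate 1 fold enrichment the Pearson r was 0.755. The summits of paired peaks lay a median of 10 bp apart, and 96.5% lay within 50 bp. At these pairs the median log2 ratio of deposited fold enrichment, replicate 2 to replicate 1, was 0.09 (SD 0.39), and 59.4% of pairs were higher in replicate 2. Without the pseudocount, using the recovered pileup over background, a measure chosen after seeing the data, the median log2 ratio of replicate 2 to replicate 1 was 0.39 (SD 0.37), and 84.8% of pairs were higher in replicate 2.

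**Figure D2:**
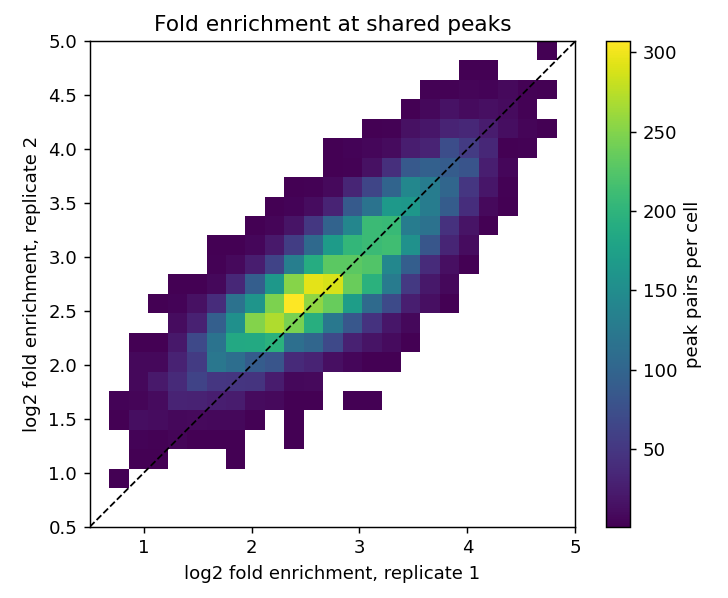
Number of peak pairs (colour) by log2 fold enrichment in replicate 1 (horizontal axis) and replicate 2 (vertical axis) over 13503 pairs of overlapping peaks, with the dashed line marking equal values. The values rise together, with a Pearson r of 0.820, but pairs of low replicate 1 fold enrichment lie mostly above the line and pairs of high replicate 1 fold enrichment more often below it.

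The 5 pairs with the largest smaller fold enrichment of both replicates lay on chromosomes 4, 3, 5, 8 and 4 of the M82 assembly. The first was at chromosome 4, positions 65765796 to 65766094 in the replicate 1 list, with a fold enrichment of 27.3 in replicate 1 and 31.2 in replicate 2. The next was at chromosome 3, positions 6992305 to 6992621, with 26.0 in replicate 1 and 30.2 in replicate 2. On chromosome 5 the pair at positions 18277454 to 18277725 had 23.3 and 23.9, and on chromosome 8 the pair at positions 54580051 to 54580332 had 25.4 and 23.3. The last, on chromosome 4 at positions 28467844 to 28468372, had 22.7 in replicate 1 and 23.2 in replicate 2. The unshared replicate 1 peak of highest fold enrichment, 12.4, lay on chromosome 8 at positions 52098710 to 52098982, and its nearest replicate 2 summit was 18853 bp away. The unshared replicate 2 peak of highest fold enrichment, 11.8, lay on chromosome 4 at positions 66218613 to 66218849, and its nearest replicate 1 summit was 56076 bp away. Genes at these positions were not analysed here, since the annotation at hand belongs to another assembly.

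Position along the chromosome was examined because tomato genes lie mostly towards the chromosome ends. The outer 20% of each end held 36.6% of replicate 1 peaks and 37.4% of replicate 2 peaks (mean 37.0% ± 0.559, SD, n = 2), against 40% for uniform placement. Each replicate lay below the uniform share (two-sided permutation tests against 10000 placements, p = 2e-04 in each, the smallest possible). These placements treat peaks as independent. Peak number per 1 Mb bin had a variance over mean of 2.68 in replicate 1 and 2.13 in replicate 2. The p-values therefore cover the placement noise of independent peaks only and leave out clustering. The deficit was larger than the spread between replicates. Uniform placement takes all positions of the extent as equally able to hold a peak. The outer share does not measure distance to genes, so it cannot show that peaks avoid them. It does not bear on the study's report that its binding sites lay preferentially close to transcription start sites. In 808 bins of 1 Mb, peak number correlated between replicates with a Spearman rho of 0.827 and a Pearson r of 0.845 (permutation p = 1e-04 for each, the smallest that 10000 circular shifts of the bins can give). Without the 2 bins farthest from the median, r was 0.842. Since 92.6% of replicate 2 peaks were overlapped by replicate 1 peaks, this correlation largely restates the overlap and is not a separate result, and its value under a shared background with no HSFA1a signal was not computed.

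**Figure D3:**
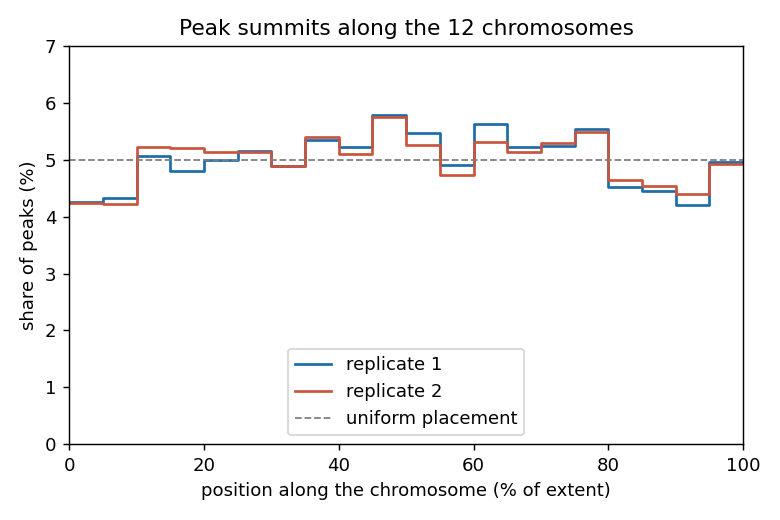
Share of peak summits (percent, vertical axis) in 20 equal intervals along the chromosome extent (percent, horizontal axis), pooled over the 12 numbered chromosomes, for replicate 1 in blue and replicate 2 in red, with the dashed line at uniform placement. In the first interval the share is 4.26% in replicate 1 and 4.23% in replicate 2, below the 5% of uniform placement, while the last interval holds 4.96% and 4.93%, and the interval from 10% to 15% holds 5.07% and 5.22%.

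Peaks were closer to each other than uniform placement gives. The next peak started within 10 kb for 30.8% of replicate 1 peaks against 26.1% under uniform placement, and for 21.2% of replicate 2 peaks against 16.7% (two-sided permutation tests against 10000 placements, p = 2e-04 in each, the smallest possible). The shares themselves depend on the number of peaks in the list. After Benjamini-Hochberg adjustment over the 12 planned tests, the largest adjusted p was 2e-04.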

Values the study reported

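The study reported 5034 putative HSFA1a binding sites from its DAP-seq assay.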

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

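The tests of tag limits and of mitochondrial binding sites in this part were chosen after the peaks had been seen, and the test of organelle DNA content was chosen before. No group in the design bears on organelle DNA, so beyond mitochondrial binding no biological explanation was tested.

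A signal appeared on sequences that the comparisons left out. Replicate 2 had 207 mitochondrial and 110 chloroplast peaks, and replicate 1 had 5 mitochondrial peaks and no chloroplast peak. The replicate 2 chloroplast count exceeds 3, the limit that a count of 0 allows if peaks are independent. That limit does not apply to the mitochondrial counts, since replicate 1 had 5 peaks there. The organelle peaks made up 2.12% of the replicate 2 list and 0.0207% of the replicate 1 list.

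One candidate explanation is technical, from keeping 1 tag per position and strand while scaling the control by the depth of the whole library. On the chloroplast the highest replicate 2 pileup was 267 tags, where a window of that length can hold 268, and the highest control background before scaling was also 268. The mitochondrial sequence, with most of the organelle peaks, stayed further below that limit, with a highest pileup of 197 tags and a highest control background of 229. Before scaling, the HSFA1a pileup exceeded the control background at 7.27% of chloroplast summits and at 3.38% of mitochondrial summits, against 97.6% on the numbered chromosomes. Since the control was scaled by 0.263, an enrichment under 3.80 gives a pileup below the unscaled control whether or not tags were limited, so this test leaves the explanation open. With a correction that takes all positions as equally likely, the median enrichment was 2.73 on the chloroplast and 2.08 on the mitochondrial sequence, which depends on that model and excludes nothing. A higher share of organelle DNA in the replicate 2 library may also contribute. Peaks covered 44.4% of the chloroplast extent and 12.1% of the mitochondrial extent, neither most of the sequence nor single sites, so it cannot be told apart from the tag limit. HSFA1a binding sites on the mitochondrial sequence would be called in the deeper replicate 1 too, and 2.42% of the replicate 2 peaks there (5 of 207) were overlapped by replicate 1. Replicate 1 had only 5 mitochondrial peaks in all, so the low share reflects its few calls and not calls at other positions. The tag limit and an unknown organelle content could hide sites in replicate 1, so this also stays open.

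On contigs outside the numbered chromosomes, replicate 1 had 7 peaks and replicate 2 had 9, of which 5 in each list overlapped. These are too few for a comparison, and no explanation was tested.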

How the results depend on the processing

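Across 12 results, 68 alternatives were computed, and 66 were counted as unchanged. Unchanged meant the same direction and side of the threshold or, for counts, a value within 1.5 times the main one. It also covered a move smaller than the spread between replicates. Leaving out either replicate always moves the mean by less than the SD, so it could not fail for outer share or spacing. No interval was listed more than once, so counting distinct intervals changed nothing. For the overlap ratio only direction and threshold were checked, so its rise given below counted as unchanged. The 66 therefore includes alternatives that tested little. Of the alternatives, the numbered chromosomes alone and the pileup over background without pseudocount were chosen after seeing the data.

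The number of replicate 1 peaks was 15250 with a fold enrichment of at least 4, against 24176 as deposited, while replicate 2 had 13480 against 14932. By construction this alternative removes the weaker peaks of each list, and why it removed more of them in replicate 1 was not tested. Regions called in either replicate numbered 25572, and from 14932 to 24176 across the lists that each left out one replicate. The value of 14932 came from leaving out replicate 1, so the union rests on replicate 1.

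The number of replicate 1 peaks overlapped by replicate 2 lay between 11770 (lists of equal length) and 13513 (all sequences included). The ratio to the mean of the circular shifts moved more, from 74.1 as deposited to 101 with lists of equal length, 151 with summits within 100 bp and 177 with an overlap of 50% of both peaks, and it was lowest at 73.7 with all sequences included. The share of replicate 2 peaks overlapped lay between 80.7% and 95.6%, and the Spearman rho of fold enrichment between 0.772 and 0.838. Leaving aside −log10 q, the log2 difference between shared and unshared replicate 1 peaks was 0.93 as deposited. It lay between 0.53 (lists of equal length) and 0.95 (pileup over background without pseudocount). For replicate 2 it was 0.69 as deposited, and between 0.51 (q-value at most 1e-05) and 0.77 (without pseudocount). The outer share was from 36.6% to 37.4% across the lists that each left out one replicate, and the share with a next peak within 10 kb was from 21.2% to 30.8%. The stricter q-values changed no call. The alternatives for the heat shock element and for transcription start sites were not run, since they need the same assembly. No paired analysis was possible because the Halo-tag group was not analysed here. Replicate 2 was 25.8% as deep as replicate 1, and how far this limits the sharing of weak replicate 1 peaks stays open.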

Other observations

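In this part, the tests of interior position, of counting noise, of a shared control, of selection and of the tag limit at tall summits were chosen after the results had been seen. The tests of depth, of false calls and of the overlap rule were chosen before. No biological explanation was tested for these patterns, since both lists belong to the same group.

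The number of replicate 1 peaks overlapped by replicate 2 was 13503. That is higher than the number of binding sites quoted from the study above. The selection that gave the quoted number from the peak lists is not stated, so the counts are not known to rest on the same filter.

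Replicate 1 had more peaks than replicate 2, and sequencing depth is a candidate cause. Thinning the replicate 1 summits to the replicate 2 depth gave 19246 expected to pass at the summit alone, 1.43 times the 13503 overlapped, which taken alone would count against depth. That calculation leaves out the caller's minimum peak length, which was recognised only after its result was seen. At the lowest background, 8 tags were enough at a replicate 2 summit, yet the commonest pileup of called peaks was 15, and 6.65% of replicate 2 peaks had exactly the minimum length. Requiring 2 times the excess over background gave 9766 expected peaks. The overlapped number lies between these expectations, so how far depth accounts for the difference stays open.

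Some strong replicate 1 peaks had no replicate 2 peak. By the summit alone, 9466 replicate 1 peaks had a chance of at least 0.99 of passing, and 530 of these lacked a replicate 2 peak where 9.93 were predicted. Of the 530, 12 (2.26%) had a replicate 2 peak within 500 bp, which argues against the overlap rule as their source. Once the minimum length was allowed for, by taking pileups above those of all minimum-length replicate 2 peaks at similar background, 2390 peaks had such a chance. Of these 1 lacked a replicate 2 peak, against 4.29 predicted. This set holds only 1 of the 530 peaks, since it was drawn from the strongest sites after the first result was seen, so it does not bear on the others, and depth and counting noise stay open as their source. That peak, named after its values were seen, lies on chromosome 9 at positions 53935254 to 53935491, with 119 tags at its summit, and the nearest replicate 2 summit is 51627 bp away.

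Among replicate 2 peaks, 1081 had no replicate 1 peak although replicate 1 was deeper. The q-values of the replicate 2 peaks sum to 2.71. A q-value is a rate over all peaks at least as strong, so this sum is a lower bound on false calls and does not size their part. With both lists held to a q-value of at most 1e-05, 589 replicate 2 peaks lacked a replicate 1 peak. False calls at the rate the q-values state would account for few of these 589. The 1081 peaks lay in the outer 20% of the chromosomes in 31.1% of cases, against 37.9% for shared replicate 2 peaks. Within 10 equal classes of −log10 q the difference was 5.05 percentage points (permutation p = 0.0032 over 10000 resamples). The resamples treat peaks as independent, so this p-value leaves out clustering. In replicate 1, without classes and with no test made, the outer share was 34.9% for unshared and 37.9% for shared peaks. Position in the chromosome interior may therefore mark peaks that one library calls and the other does not, which is a hypothesis found and tested on the same data.

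Enrichment without the pseudocount was higher in replicate 2 at shared sites, while the deposited fold enrichment differed less, with a median log2 ratio of 0.09. Selection of high replicate 2 summits at low depth would vanish where all sites are called. At 2389 pairs predicted to pass with the minimum length allowed for, the median log2 ratio was still 0.28 (SD 0.34), which argues against selection as the whole cause, and it was 0.29 at the 8936 pairs predicted to pass by the summit alone. A limit of 1 tag per position and strand would lower tall replicate 1 summits most. Across the 2389 pairs the log2 ratio rose with the replicate 1 pileup (Spearman rho 0.33, permutation p = 1e-05, the smallest possible), from a median of 0.15 in the lowest of 5 equal classes of pileup to 0.49 in the highest, whereas counting noise in that pileup would give a negative relation. After a correction for the limit that takes positions as equally likely, rho was 0.013 (permutation p = 0.538) and the median log2 ratio was -0.16. Over all 13503 pairs the relation went the other way (Spearman rho -0.30). The median log2 ratio there was 0.66 in the class of lowest pileup, 0.27 in class 4 and 0.35 in class 5, the highest. The tag limit is thus consistent with the rise among the tallest summits and leaves the higher ratio at weaker pairs unexplained, where selection of replicate 2 summits was not excluded.

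Both lists appear to rest on one control of the same size. The scale of the replicate 2 control was 0.263 from the lowest backgrounds and 0.263 from the steps between background values, and at 7080 pairs with summits within 10 bp the backgrounds had a Spearman rho of 0.983 across pairs. Chance variation of the backgrounds is then shared by both lists, and whether this library was the Halo-tag sample was not tested.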
